# *Tetranychus urticae* mites do not mount an induced immune response against bacteria

**DOI:** 10.1098/rspb.2017.0401

**Published:** 2017-06-07

**Authors:** Gonçalo Santos-Matos, Nicky Wybouw, Nelson E. Martins, Flore Zélé, Maria Riga, Alexandre B. Leitão, John Vontas, Miodrag Grbić, Thomas Van Leeuwen, Sara Magalhães, Élio Sucena

**Keywords:** host–parasite interactions, *Tetranychus urticae*, *Sancassania berlesei*, microbiota, immunity

## Abstract

The genome of the spider mite *Tetranychus urticae*, a herbivore, is missing important elements of the canonical *Drosophila* immune pathways necessary to fight bacterial infections. However, it is not known whether spider mites can mount an immune response and survive bacterial infection. In other chelicerates, bacterial infection elicits a response mediated by immune effectors leading to the survival of infected organisms. In *T. urticae*, infection by either *Escherichia coli* or *Bacillus megaterium* did not elicit a response as assessed through genome-wide transcriptomic analysis. In line with this, spider mites died within days even upon injection with low doses of bacteria that are non-pathogenic to *Drosophila*. Moreover, bacterial populations grew exponentially inside the infected spider mites. By contrast, *Sancassania berlesei*, a litter-dwelling mite, controlled bacterial proliferation and resisted infections with both Gram-negative and Gram-positive bacteria lethal to *T. urticae*. This differential mortality between mite species was absent when mites were infected with heat-killed bacteria. Also, we found that spider mites harbour in their gut 1000-fold less bacteria than *S. berlesei*. We show that *T. urticae* has lost the capacity to mount an induced immune response against bacteria, in contrast to other mites and chelicerates but similarly to the phloem feeding aphid *Acyrthosiphon pisum*. Hence, our results reinforce the putative evolutionary link between ecological conditions regarding exposure to bacteria and the architecture of the immune response.

## 1. Introduction

To deal with infection, arthropods rely on several defensive mechanisms that include behavioural avoidance, physical and chemical barriers, and the immune response [1,2]. For example, virtually all arthropods studied thus far mount some combination of cellular and humoural responses against bacteria that rely on coagulation, production of reactive oxygen species (ROS), melanization, phagocytosis and the synthesis of antimicrobial peptides (AMPs) and/or enzymes [3,4].

In the insect model system *Drosophila*, the humoural response has been dissected genetically in great detail. It relies strongly on the induction of two signalling pathways, Toll and Imd, through the recognition of Lys-type or diaminopimelic acid (DAP) type peptidoglycans, present in Gram-positive and Gram-negative bacteria, respectively, and culminating in the production of AMPs [3,5].

Genomic analyses of other holometabolous insects have revealed that most genes of the Toll and Imd pathways are conserved, namely in mosquitoes, the honeybee and the beetle *Tribolium castaneum* [6–8]. However, in the pea aphid *Acyrthosiphon pisum*, a hemimetabolous insect, the Imd pathway is incomplete and several genes coding for receptors and common AMPs could not be identified. Moreover, this aphid species does not mount an immune response to bacterial infection [9,10]. Yet, this is not a general feature of hemipterans, because the Toll and Imd pathways along with several receptors and AMPs were annotated in the genome of the brown planthopper, *Nilaparvata lugens*, and several Toll pathway genes were shown to be upregulated upon bacterial infection in this species [11]. This pattern is also verified in another closely related hemipteran, *Rhodnius prolixus*, in which activity of the Imd pathway was experimentally confirmed [12]. Furthermore, *Imd* has been found in the genomes of other hemipterans such as the large milkweed bug (*Oncopeltus fasciatus*) and of the water strider *Gerris buenoi* (M van der Zee 2015, personal communication). Taken together, these observations suggest that, to a great extent, the immune response in most insects is directly comparable to that of the dipteran *Drosophila*.

In chelicerates, however, the Imd pathway seems to be incomplete in all species thus far analysed [13,14]. Notwithstanding, in *Carcinoscorpius rotundicauda*, an orthologue of the *Drosophila* NF-κB-like transcription factors, Relish, has been described and implicated in the immune response against *Pseudomonas aeruginosa* infection [15,16]. In fact, in several studied chelicerates, a response is elicited through the canonical production of antimicrobial compounds [17,18].

The two-spotted spider mite *Tetranychus urticae* feeds on the cell contents of a multitude of plant species. Its genome annotation failed to identify several canonical immunity genes, amongst which an important part of the Imd pathway and effectors such as haemolectins (von Willebrand factor-like proteins) or defensins [13,14,19] (electronic supplementary material, table S1). Two general hypotheses may explain this observation: (i) the spider mite mounts an immune response based on a different genetic basis, as do other chelicerates or (ii) as in aphids, *T. urticae* does not possess an inducible anti-bacterial immune response.

To distinguish between these hypotheses, we present experimental data describing the response of mites to bacterial systemic infection, including host survival, bacterial proliferation in the host and transcriptional responses. Additionally, we tested the generality of our results by repeating this characterization on the litter-dwelling grain mite *Sancassania berlesei* [20].

## 2. Results

### (a) *Tetranychus urticae* is susceptible to infection with *Escherichia coli* and *Bacillus megaterium*

We tested survival of *T. urticae* following infection with *Escherichia coli*, a Gram-negative bacterium, or the Gram-positive *Bacillus megaterium*. Injecting spider mites with *E. coli* at three different concentrations—ODs 0.1, 1 or 10—significantly affected survival (Cox model, bacterial concentration effect, 

, *p* = 0.0002; figure 1*a*). A pairwise comparison of the hazard ratios between spider mites injected with *E. coli* or with Luria broth (LB) confirmed that spider mite survival was severely affected (OD 0.1: *z* = 9.828, *p* < 0.0001; OD 1: *z* = 11.124, *p* < 0.0001 and OD 10: *z* = 14.267, *p* < 0.0001; figure 1*c*).

**Figure 1.**
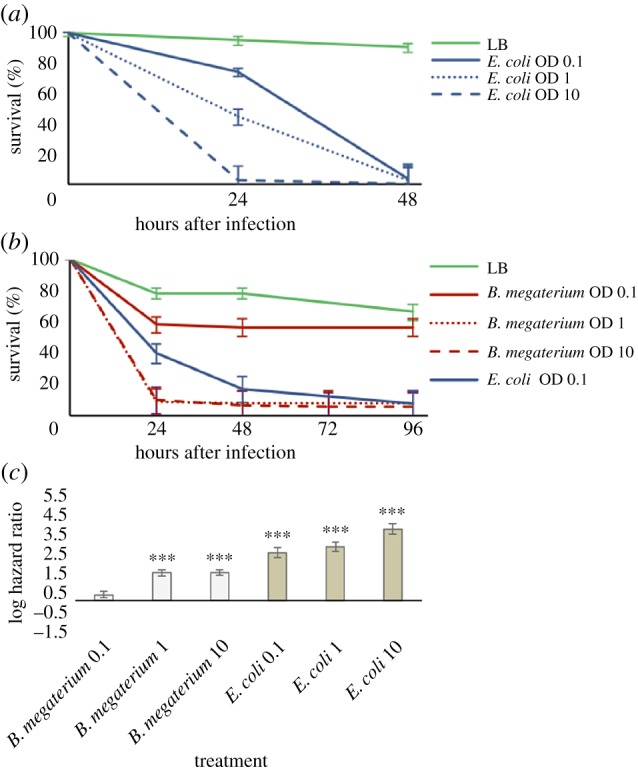
Bacterial infection severely affects survival of *T. urticae*. (*a*) *T. urticae* adult females were infected with *E. coli* at ODs 0.1, 1 and 10 and with LB as control. There is a clear reduction in survival of *T. urticae* after infection, independently of the bacteria concentration tested. (*b*) *T. urticae* adult females were infected with *B. megaterium* at ODs 0.1, 1 and 10, with LB and *E. coli* at OD 0.1 as controls. A reduction in the survival of *T. urticae* was observed after infection with *B. megaterium* with the two highest concentrations tested, but not for OD 0.1. In (*a*,*b*), vertical bars correspond to the standard errors of survival estimates, obtained from the Cox proportional hazards models. (*c*) Hazard ratios between *T. urticae* adults infected with LB or with bacteria (light grey, *B. megaterium*; dark grey, *E. coli*). Vertical bars correspond to the 95% CIs of the estimated hazard ratios. ***p < 0.001.

Injecting spider mites with *B. megaterium* at three different concentrations (ODs 0.1, 1 or 10) also significantly affected survival (Cox model, bacterial concentration effect, 

; *p* < 0.0006; figure 1*b*). Hazard ratios revealed no significant change in survival between mites injected with LB or with *B. megaterium* at OD 0.1 (*z* = 1.769; *p* = 0.0769), but survival of *T. urticae* decreased significantly relative to the LB control at OD 1 and OD 10 (*B. megaterium* OD 1: *z* = 8.792, *p* < 0.0001; *B. megaterium* OD 10: *z* = 8.797, *p* < 0.0001; figure 1*c*).

The high mortality rate in *T. urticae* caused by infection with bacteria known to be non-pathogenic to *Drosophila melanogaster* [21] raised the possibility that our bacterial strains had an unexpected level of pathogenicity. To test this, we infected *D. melanogaster* adult females with the same bacteria and at the same concentrations applied to *T. urticae*. As previously reported [22,23], within the same time frame and bacteria inoculum range as our experiment with *T. urticae*, the survival of *D. melanogaster* was not reduced upon infection with either bacterium (Cox model, bacterial concentration effect, 

, *p* = 0.7439; electronic supplementary material, figure S1).

### (b) The transcriptomic profile of *Tetranychus urticae* is unaltered upon infection

Next, we analysed genome-wide gene-expression patterns to assess the effect of bacterial infection on spider mites using a qPCR-validated microarray set-up [24]. 

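Gene expression was measured on 26 two-colour Agilent arrays, on which RNA of 2 pools of mites, labelled with the dyes Cy5 and Cy3, competes for the same probes. The custom array carried 61657 spots of 56184 probes for 18457 *T. urticae* gene identifiers, with a median of 3 probes each. Every identifier was counted as a gene here, and the paper gives a smaller number of genes with probes on the array. On 24 of the arrays, Cy5 marked mites injected with bacteria and Cy3 marked mites injected with LB, the growth medium of the bacteria. There were 4 such arrays for each of *E. coli*, a Gram-negative bacterium, and *B. megaterium*, a Gram-positive bacterium, at each of 3, 6 and 12 h after injection. Bacteria were injected at OD 1, and every RNA sample came from a pool of 300 mites. The paper gives a rearing temperature of 25°C and the sample labels give 26°C. Bacteria-injected mites were labelled with Cy5 on all 24 arrays, so a difference between the dyes was not balanced by arrays with exchanged dyes. The authors read the spots with the Feature Extraction software, and the deposited intensities carry no normalization between arrays. The median spot intensity of an array was between 246 and 480.5 in Cy5 and between 148 and 266 in Cy3, over median local backgrounds of 43 to 50 and of 17 to 32. Between 69.5% and 75.9% of spots in Cy5, and between 67.1% and 72.8% in Cy3, were well above background, and no spot was saturated on any array. Within the groups, the median over arrays of the Cy5 intensity ran from 324 for *E. coli* at 12 h to 389 for the non-injected mites. From these intensities, the background was corrected by normexp with an offset of 50, and each array was normalized by loess. Spots were averaged per probe and probes per gene, and the log2 ratio of bacteria- to LB-injected mites was tested against 0 with limma in one fit of all arrays. A gene was called differentially expressed at the paper's thresholds, an FDR-adjusted *p*-value under 0.05 and a log2 fold change over 1 in either direction. The arrays lay on 5 slides, with the 3 h and 6 h arrays of a bacterium on one slide and its 12 h arrays on another. The *B. megaterium* arrays were scanned 282 to 288 days after the first *E. coli* arrays. The ratio within an array compares 2 samples of the same slide, whereas a difference between the 2 bacteria cannot be told apart from the period of the work.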

Differential transcript levels were determined in mites injected with *E. coli* or with *B. megaterium* relative to mites injected with LB. Expression levels were measured 3, 6 and 12 h post-injection. Only a limited number of genes showed significant differences in expression between mites injected with or without bacteria and displayed an inconsistent response to bacteria across the three time points (electronic supplementary material, table S2). Moreover, even though the 34 orthologues of immunity-related *Drosophila* genes identified in the *T. urticae* genome had multiple probes on the array, none of these showed significant differential expression upon bacterial infection (electronic supplementary material, table S2).

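At 3 h, 1 gene differed between *E. coli*- and LB-injected mites: *tetur04g04350*, with a log2 ratio of 1.27 ± 0.58 (SD, n = 4 arrays; adjusted *p* = 0.00617 from limma with Benjamini-Hochberg adjustment), higher on 4 of 4 arrays. Without replicate 1 or replicate 3 its adjusted *p* from the same limma test was 0.0729 and 0.149. At 6 h, 3 genes differed. *Tetur03g08300* was higher with a log2 ratio of 1.12 ± 0.78 (SD, n = 4; limma adjusted *p* = 0.018), and without replicate 1, 2 or 4 its adjusted *p* was 0.0791, 0.122 and 0.0539. *Tetur11g05730* was lower, at -1.32 ± 0.43 (SD, n = 4; limma adjusted *p* = 0.00145), and with median centring in place of loess its log2 ratio was -0.90, short of the fold change threshold. The third, *tetur01g03070*, whose 4 arrays did not share a direction, was chosen after its values were seen, with a mean of 1.59 and a standard error of 0.40 (limma adjusted *p* = 0.0251). At 12 h, 18 genes differed, 7 higher and 11 lower. The strongest of those with one direction on 4 of 4 arrays were *tetur01g12820* and *tetur01g12840*, at -1.68 ± 0.66 and -1.67 ± 0.66 (SD, n = 4; limma adjusted *p* = 0.00153 for each). These 2 genes gave nearly the same ratio on every array. The files do not pair these identifiers with gene names.
For *B. megaterium*, limma called 0 genes at 3 h, where 3552 genes had an unadjusted *p* under 0.05. A fit of the separate channels also called 0 there, and the ratios processed by the scanner software gave 17. At 6 h, 2 genes were lower. *Tetur20g02780* and *tetur01g09110* had log2 ratios of -1.25 ± 1.43 and -1.16 ± 1.27 (SD, n = 4; limma adjusted *p* = 0.0418 and 0.0341), means that rest on 2 arrays. *Tetur20g02780* had -2.73 and -2.21 on replicates 2 and 4, against -0.01 and -0.04 on the others. Of its 12 probe measurements, 7 were well above background in Cy5. Without replicate 2, neither gene was called, with limma adjusted *p* of 0.223 and 0.174, nor without replicate 4, with 0.192 and 0.17. At 12 h, 1 gene was lower, *tetur05g01720*, at -1.12 ± 0.29 (SD, n = 4; limma adjusted *p* = 0.00325), and without replicate 1 it was at -0.98. The same gene was higher 12 h after injection of *E. coli*, at 1.00 ± 0.68 (SD, n = 4; limma adjusted *p* = 0.00698).
In total, 23 genes differed in at least 1 of the 6 comparisons, and 2 of these in more than 1. The first was *tetur05g01720* and the second was *tetur03g08300*, higher at 6 h and lower at 12 h after injection of *E. coli* (-1.42 ± 0.87, SD, n = 4; limma adjusted *p* = 0.00365). No gene differed at all 3 time points of a bacterium at both thresholds in limma, while 9 did so by the adjusted *p*-value alone. The number of genes past the adjusted *p*-value alone was 76, 1256 and 1735 for *E. coli* and 241, 92 and 910 for *B. megaterium* at 3, 6 and 12 h. At an unadjusted *p* under 0.05 the limma counts were 2111, 4292 and 5176 for *E. coli*, and 2526 and 3836 for *B. megaterium* at 6 and 12 h. With the scanner software's ratios, the alternative to background correction and loess that moved the total most, 145 genes differed. With each replicate left out in turn, the total stayed between 18 and 30. The count for *B. megaterium* at 12 h was 11 without replicate 2 and 3 without replicate 4. That for *E. coli* at 6 h was 1, 8 and 6 without replicates 2, 3 and 4, and that for *B. megaterium* at 3 h was 3 and 2 without replicates 1 and 4. Median centring gave 27 genes, all higher, for *E. coli* at 6 h, and 13 higher and 5 lower at 12 h.

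**Figure D1:**
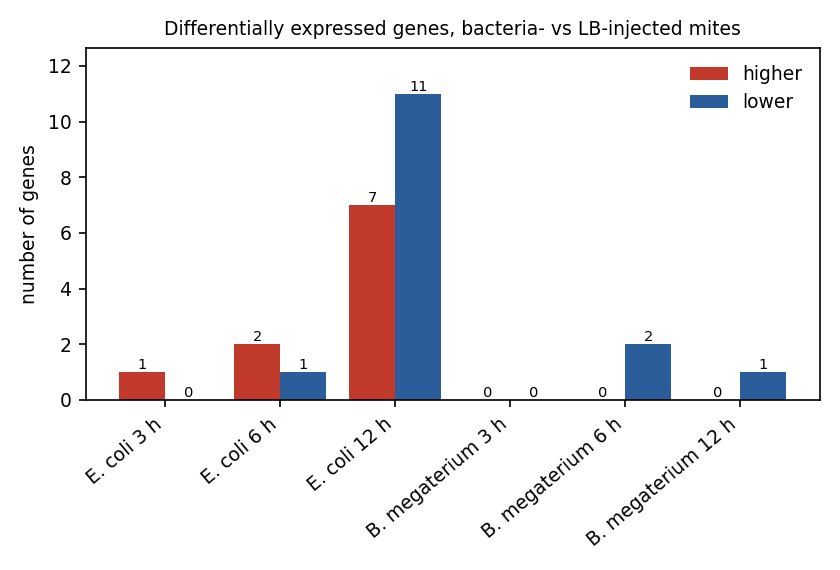
Number of genes (y axis) that differed between bacteria- and LB-injected mites in each of the 6 comparisons (x axis), with bars for genes higher and lower in bacteria-injected mites. *E. coli* at 12 h has the most, with 7 higher and 11 lower, and *B. megaterium* at 3 h has 0.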

By contrast, a more pronounced transcriptional response was observed between injected and non-injected mites. In these comparisons, we observed altered transcription of a total of 259 genes (out of 17 798 genes with probes on the array). 

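Non-injected mites were hybridised on 2 arrays, labelled with Cy5, beside LB-injected mites labelled with Cy3. No time point is given for the LB-injected mites of these 2 arrays, so they entered none of the comparisons by time point. The injected mites with a stated time point therefore lay on other arrays than the non-injected mites, and the separate channels were compared. For this, each array was normalized by loess and the arrays were brought to a common distribution of average intensity (Aquantile). The 14 groups of samples were fitted in limma's separate-channel model, with a correlation of 0.198 between the 2 channels of a spot. This gave 12 comparisons, each of *E. coli*, *B. megaterium* and the LB controls of either bacterium at 3 time points against the same 2 non-injected samples. LB samples carried Cy3 and non-injected samples Cy5, so these comparisons also cross the dyes. Non-injected replicate 1 was on a slide of its own and replicate 2 shared a slide with the *E. coli* 12 h arrays. The 2 non-injected samples differed from each other by an SD over genes of 0.08 (log2), where the 72 pairs of injected replicates had 0.09 to 0.29. Between 29 and 205 genes passed both thresholds in each comparison. These counts come from another model than the ratios of bacteria to LB within arrays. The non-injected arrays were scanned in the same period as the *E. coli* arrays, replicate 2 on the same day and replicate 1 after 6 days. The comparisons of the *B. megaterium* experiment therefore also cross the scan periods. The LB controls of the 2 experiments alone differed from each other in 85, 185 and 89 genes at 3, 6 and 12 h.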

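Over the 12 comparisons with non-injected mites, 443 of the genes tested were differentially expressed in at least 1. Of these, 249 were only higher and 180 only lower in injected mites, and 14 were higher in one comparison and lower in another. Of the 443 genes, 126 were called in exactly 1 of the 12 comparisons. The number with a higher call was 263 and with a lower call 194. This balance depended on the scaling, with 255 higher and 369 lower under median centring of the arrays, and 193 and 267 without Aquantile. The 23 genes that differed between bacteria- and LB-injected mites were all among the 443. Because the 12 comparisons share the 2 non-injected samples, unchanged groups were simulated against shared controls, and none of the simulated genes was called by limma. The simulation held random spread alone, so it does not exclude differences between dyes, slides or scan periods as a source of calls. By the adjusted *p*-value alone, 11657 genes differed in at least 1 comparison, and with the scanner software's signals 1556 genes passed both thresholds. With each sample left out in turn, the total ran from 417, without non-injected replicate 1, to 481.

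**Figure D2:**
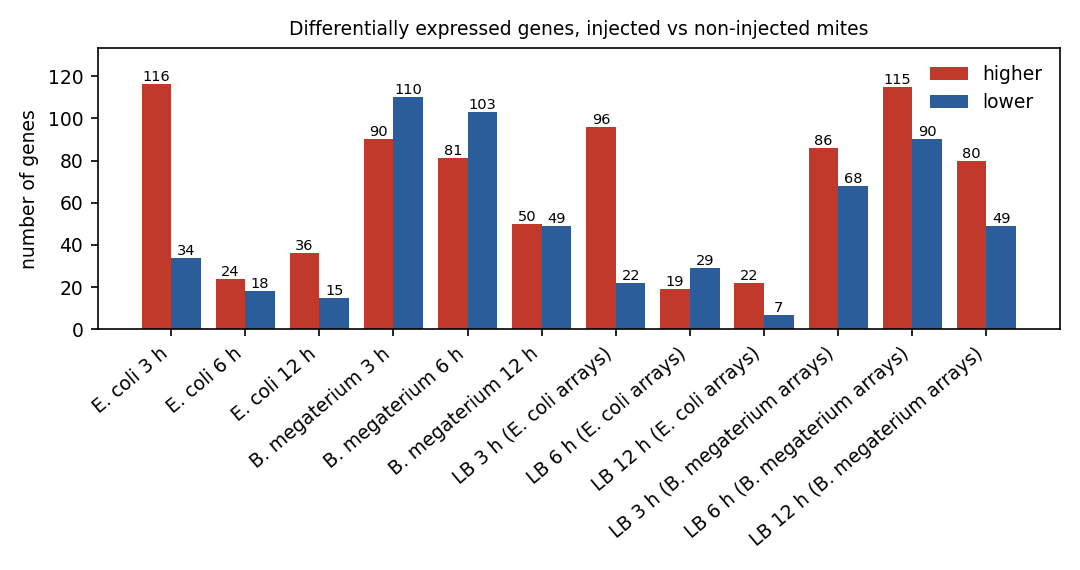
Number of genes (y axis) that differed from non-injected mites in each of the 12 comparisons (x axis), with bars for genes higher and lower in injected mites. The counts run from 22 higher and 7 lower in LB at 12 h on the *E. coli* arrays to 115 higher and 90 lower in LB at 6 h on the *B. megaterium* arrays.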

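Mites injected with *E. coli* differed from non-injected mites in 150, 42 and 51 genes at 3, 6 and 12 h, and the LB-injected mites of the same arrays in 118, 48 and 29 genes. This gave 186 genes for *E. coli* and 160 for its LB control at any time point, and 214 for both together. With *B. megaterium*, 200, 184 and 99 genes differed at the 3 time points, and in its LB control 154, 205 and 129. At any time point, 314 genes differed for *B. megaterium* and 294 for its LB control, and 370 for both together. The sets of the 2 experiments shared 141 genes. Both sets rest on the same 2 non-injected samples, and the simulated unchanged groups gave no called genes, so they set no expected overlap for sets of this size. Across all genes, the 12 comparisons correlated with a median of 0.573, and simulated unchanged groups against shared controls gave 0.665. Leaving out 1 sample at a time moved the *E. coli* set between 197 and 232 genes and the *B. megaterium* set between 344 and 407.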

More specifically, transcriptomic comparisons of the *E. coli* and *B. megaterium* injections, with their respective LB controls, uncovered a total of 177 and 211 differentially expressed genes, respectively, at any of the three time points (figure 2 and electronic supplementary material, figure S2). Only three genes were significantly differentially expressed in a consistent manner across every time point of every injection treatment (LB buffer, *E. coli* and *B. megaterium*). These are *tetur03g07900*, *tetur05g04720* and *tetur19g00860*, none of which shows any significant homology to known immunity genes (sequence data accessible at: http://bioinformatics.psb.ugent.be/orcae/overview/Tetur and http://www.uniprot.org/proteomes/ under UP000015104). 

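Called in one direction in all 12 comparisons was 1 gene, *tetur11g02480*, lower in injected mites with a mean log2 fold change of -1.45 and a range of -2.27 to -1. Its largest adjusted *p* was 0.0243 (limma with Benjamini-Hochberg adjustment). With 3 probes well above background on every array, it was at log2 intensities of 9.67 and 9.57 in the 2 non-injected samples. Its smallest fold change lay at the threshold, and the gene was called in 4 comparisons without Aquantile and in 6 and 7 without non-injected replicates 1 and 2. It fell to 11 comparisons without *E. coli* replicate 2 or 4 at 3 h, *E. coli* replicate 2, 3 or 4 at 12 h, or *B. megaterium* replicate 2, 3 or 4 at 3 h. The genes called in the next most comparisons were also lower in injected mites. *Tetur03g08300* was called in 11, all but *E. coli* at 6 h, where its log2 fold change was -0.79 (limma adjusted *p* = 0.11). It was well above background in 109 of 144 probe measurements of injected mites, so its level in the others is near background. *Tetur01g12840* and *tetur01g12820* were called in 10, with mean log2 fold changes of -3.17 and -3.15, and reached -5.27 and -5.26 for *B. megaterium* at 6 h. For *E. coli* at 6 h they were at -0.01 and 0.03, at the level of non-injected mites (limma adjusted *p* = 0.992 and 0.98). By the adjusted *p*-value alone, 84 genes differed in one direction in all 12 comparisons, 45 higher and 39 lower. In the simulated unchanged groups this number was 0. These groups were drawn with random spread alone, so the 0 does not exclude differences between dyes, slides or scan periods as a source of the 84. One direction in all 12 comparisons, with no test, is no sign of a response, since the shared controls gave it to 5312 simulated unchanged genes and 4528 genes had it here. Chosen after the values were seen, a mean fold change over 1 in place of a fold change over 1 in each comparison left 8 of the 84 genes. All 3 genes that the paper names as consistent, *tetur03g07900*, *tetur05g04720* and *tetur19g00860*, were among these 8.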

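*Tetur05g04720* was higher than in non-injected mites in all 12 comparisons, with a mean log2 fold change of 1.74 and a range from 0.99, for LB at 12 h on the *E. coli* arrays, to 2.75, for *E. coli* at 3 h. Its largest adjusted *p* was 0.0018 (limma with Benjamini-Hochberg adjustment), and 11 of the 12 comparisons passed the fold change threshold. *Tetur03g07900* had a mean of 1.33 and a range from 0.69 to 2.31, with a largest limma adjusted *p* of 0.00564, and passed both thresholds in 8 comparisons. *Tetur19g00860* had a mean of 1.12 and a range from 0.68 to 1.60, with a largest limma adjusted *p* of 0.000345, and passed both in 6. Without Aquantile, the comparisons past both thresholds were 8, 6 and 6 for the 3 genes in this order. Each has 3 probes, well above background on all arrays. In non-injected mites the log2 intensities of the 2 replicates were 10.89 and 10.91 for *tetur05g04720*, 8.05 and 8.15 for *tetur03g07900*, and 9.97 and 9.93 for *tetur19g00860*. At 3 h after injection of *E. coli* they were 13.65 ± 0.15, 10.41 ± 0.23 and 11.55 ± 0.08 (SD, n = 4). Bacteria- and LB-injected mites differed less in these genes. The largest log2 ratio between them was 0.70 ± 0.28 (SD, n = 4; limma adjusted *p* = 0.0131) for *tetur03g07900* at 3 h after injection of *E. coli*, below the fold change threshold.

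**Figure D3:**
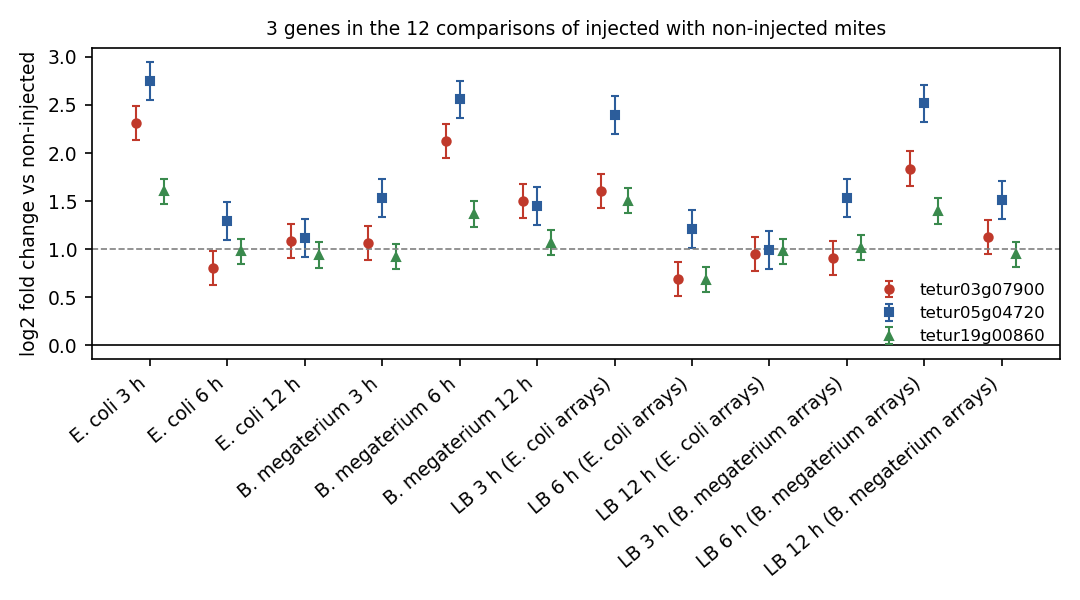
Log2 fold change against non-injected mites (y axis) of the 3 genes in each of the 12 comparisons (x axis). Points are limma estimates, bars their standard errors, and the dashed line the fold change threshold of 1. All points lie above 0, between 0.68 and 2.75.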

No orthologues of *Drosophila* genes classified as immunity-related were present in any of these gene sets [19]. Of the 259 differentially expressed genes that showed significant differential expression in any comparison, 118 were given a Gene Ontology (GO) term by Blast2GO analysis [25]. Fisher's exact test showed that 16 and 12 GO terms were significantly over- and under-represented in the differentially expressed gene set, respectively (electronic supplementary material, table S3). No terms related to a physiological response to wounding were observed.

**Figure 2.**
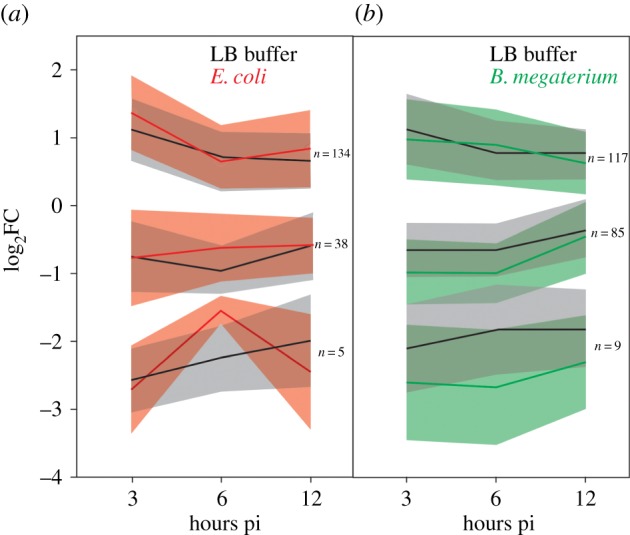
Spider mites do not trigger an induced immune response against bacterial infection. *T. urticae* adult females were infected with *E. coli*, *B. megaterium* and LB buffer by an injection method and collected 3, 6 or 12 h post-infection (pi) to analyse the transcriptomic responses. Using non-injected mites as a reference, the relative transcription levels of the gene sets that showed significant differential expression in any time point of each bacterial and LB-control treatment were subjected to hierarchical clustering based on the distance calculated by dynamic time warping alignments. Resulting clusters were grouped, of which the means (solid line) and confidence interval (*α*: 0.05) (shaded regions) are shown for infections with *E. coli* (in red) (*a*) or *B. megaterium* (in green) (*b*) together with their respective LB controls (in black).

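The genes that differed from non-injected mites were clustered here on their 6 log2 fold changes, 3 time points for bacteria and 3 for LB, by dynamic time warping and complete linkage into 3 clusters per experiment. For the *E. coli* experiment the clusters held 170, 38 and 6 genes. The first rose by 1.12 ± 0.11 (mean and 95% confidence half-width over genes, log2) at 3 h after *E. coli* and by 1.00 ± 0.09 after LB, and lay at 0.36 ± 0.09 and 0.27 ± 0.10 at 6 h and at 0.64 ± 0.09 and 0.47 ± 0.07 at 12 h. The smallest lay at -2.81 ± 0.65 at 3 h, -0.26 ± 0.32 at 6 h and -2.67 ± 0.62 at 12 h after *E. coli*, and at -2.34 ± 0.52, -1.06 ± 0.48 and -1.32 ± 0.50 after LB. For the *B. megaterium* experiment the clusters held 208, 151 and 11 genes. The first lay at 0.71 ± 0.11, 0.82 ± 0.08 and 0.66 ± 0.07 at the 3 time points after *B. megaterium* and at 0.81 ± 0.09, 0.93 ± 0.07 and 0.82 ± 0.07 after LB. The second lay at -1.08 ± 0.07, -1.06 ± 0.08 and -0.69 ± 0.08 after *B. megaterium*. With average linkage, chosen after seeing the data, the *E. coli* clusters held 208, 5 and 1 genes and the *B. megaterium* clusters 196, 163 and 11. The intervals are those of the mean over the genes of a cluster, and they take genes as independent replicates, which genes are not. They are neither the spread over genes nor a measure of the variation between pools of mites.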

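Between the time points themselves, 178 genes differed in *E. coli*-injected mites (limma, both thresholds, any pair of 3, 6 and 12 h) and 216 in *B. megaterium*-injected mites. In the LB controls the numbers were 141 on the *E. coli* arrays and 147 on the *B. megaterium* arrays. Of the genes of the *E. coli* experiment that differed from non-injected mites, 61.7% also differed between time points in bacteria- or LB-injected mites, and of those of the *B. megaterium* experiment 38.6%. In bacteria-injected mites the largest change was that of *tetur07g05940* after *B. megaterium*, whose log2 change from 3 to 12 h was 3.33 (standard error 0.21, limma adjusted *p* = 2.28e-15). *Tetur16g03410* fell by 3.25 from 3 to 6 h in *E. coli*-injected mites (standard error 0.29, limma adjusted *p* = 2.74e-11) and fell by 3.76 in their LB controls (standard error 0.29, limma adjusted *p* = 1.09e-12). The 12 h arrays of each bacterium lay on another slide than the 3 h and 6 h arrays. Between 6 and 3 h, on one slide, 133 genes differed after *E. coli*, 108 after *B. megaterium*, and 105 and 93 in the respective LB controls. The change between these time points was alike in bacteria- and LB-injected mites of the same arrays, with a correlation across genes of 0.775 for *E. coli* and 0.803 for *B. megaterium*. Between the LB controls of the 2 experiments the correlation was -0.02.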

As indicated by the hierarchical clustering analysis based on time-series alignments of the relative transcription levels across the different time points (figure 2) and by corresponding gene-expression heatplots (electronic supplementary material, figure S2), the transcriptional response to injection did not appear to be time-dependent within the first 12 h. Indeed, no strong linear differential expression across the three time points was observed in any of the three injection treatments. Moreover, the lack of consistent differential expression across all time points of the different injection treatments indicates that the injection procedure itself did not elicit an immune response.

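A linear trend over hours, taken as the fitted log2 change from 3 to 12 h, passed both thresholds in limma for 53 genes after *E. coli* and 117 after *B. megaterium*. In the LB controls of these arrays, 46 and 37 genes had such a trend. Of the genes that differed between time points, 47 of the *E. coli* genes and 106 of the *B. megaterium* genes moved in one direction from 3 to 6 h and from 6 to 12 h. Genes that passed both thresholds from 3 to 6 h and again from 6 to 12 h, in the same direction, numbered 0 for *E. coli*, 2 for *B. megaterium*, and 1 and 0 for the LB controls. Genes that passed them in opposite directions numbered 48, 19, 36 and 19. At an unadjusted *p* under 0.05, 4662 genes differed between 3 and 6 h and 3896 between 6 and 12 h after *E. coli*.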

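The test was run on simulated data with known changes, drawn with the spread of the real arrays. The changes were added to values already corrected for background and normalized. Any part of a change lost in those steps, or in dim genes, is therefore not counted, and the shares concern the statistical test alone. Of 200 genes given log2 changes of 1.5 or more, limma recovered 99.5% for *E. coli* against LB at 12 h and 99.5% for *E. coli* against non-injected mites at 12 h. None of the unchanged genes was called in either. Smaller log2 changes of 1.1, 1.2 and 1.3 were recovered for 94.5%, 97.5% and 99.0% of genes in the comparison of *E. coli* with LB at 12 h. In the arrays themselves, fold changes were larger against non-injected mites, with log2 extremes of 3.11 and -5.27 over the 12 comparisons.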

The transcriptional responses observed in individual comparisons do show that our pipeline is capable of identifying differential expression. Therefore, we interpret the lack of significantly distinct transcript levels in the direct comparisons of bacterial-injected versus LB-injected mites as caused by the virtual absence of immune response induction and not by a technical artefact.

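The median over genes of the standard error of a log2 ratio was 0.05 in each comparison of bacteria with LB and 0.07 against non-injected mites. The median size of a log2 ratio between bacteria- and LB-injected mites was between 0.04 and 0.06, close to that standard error, and between 0.07 and 0.12 against non-injected mites. The number of arrays, 4 per comparison with LB, limits the precision. Over the 24 arrays together, 3701 genes had a mean ratio past the adjusted *p*-value, the largest of them 0.44 in size (log2), and a strong ratio in 1 comparison can carry such a mean. For ratios shared by all arrays, a difference between the dyes cannot be told apart from a response to both bacteria, since the bacteria carried Cy5 on every array. From the differences found against non-injected mites, the paper reasons that its pipeline can detect differential expression. It interprets the few differences between bacteria- and LB-injected mites as due to the near absence of an induced immune response, and not to a technical artefact.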

### (c) *Sancassania berlesei* and *Tetranychus urticae* respond differently to systemic bacterial infection

To test whether the lack of an induced immune response in *T. urticae* is a general feature of the Acari, we mirrored the infections performed on the spider mite in the grain mite, *S. berlesei*.

Overall, infection with bacteria decreased significantly the survival of *S. berlesei* (Cox model, bacterial concentration effect, 

, *p* = 0.0077; figure 3*a*,*b*). A reduction in survival was observed upon bacterial injection with either bacterial species at all tested concentrations (*E. coli* OD 0.1: *z* = 3.513, *p* < 0.0022; *E. coli* OD 1: *z* = 3.446, *p* = 0.0022; *E. coli* OD 10: *z* = 3.559, *p* = 0.0022; *B. megaterium* OD 0.1: *z* = 2.899, *p* = 0.0037; *B. megaterium* OD 1: *z* = 3.495, *p* = 0.0022; *B. megaterium* OD 10: *z* = 3.414, *p* = 0.0022; figure 3*c*).

**Figure 3.**
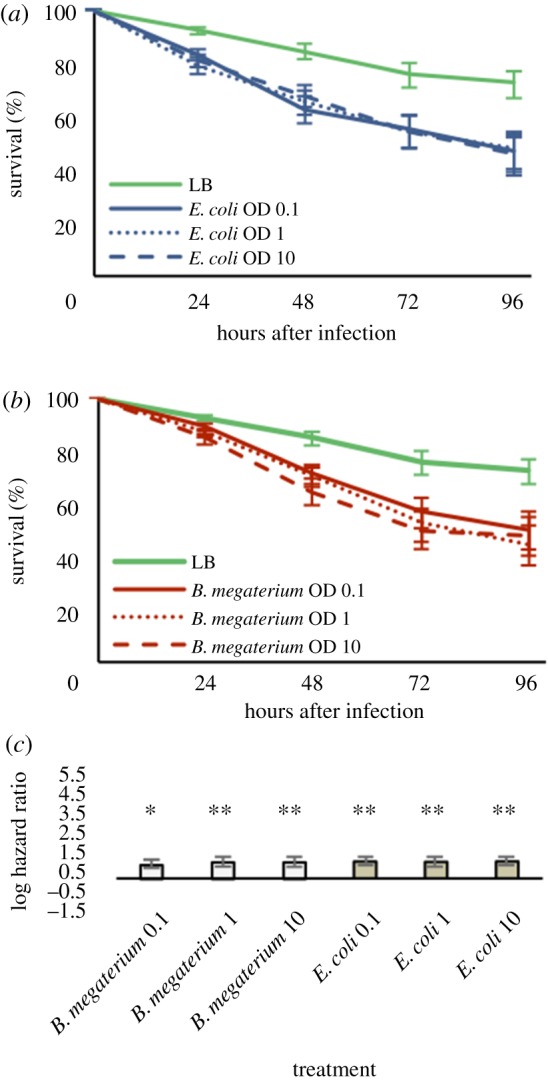
*Sancassania berlesei* can resist bacterial infection. (*a*,*b*) *S. berlesei* adult females were infected with *E. coli* (*a*) or *B. megaterium* (*b*) at three concentrations or with LB as control and their survival was followed daily over 4 days. Bacterial infection decreased survival but to a lesser degree than that observed in *T. urticae*. In (*a*,*b*), vertical bars correspond to the standard errors of survival estimates, obtained from the Cox proportional hazards models. (*c*) Hazard ratios of *S. berlesei* adults injected with bacteria relative to LB-injected controls. Vertical bars correspond to the 95% CIs of the estimated hazard ratios. *p < 0.05; **p < 0.01 and ***p < 0.001.

However, when survival of *S. berlesei* and *T. urticae* is contrasted, it is unequivocal that the grain mite is far more capable of surviving infection than the spider mite (compare figure 1*a* with 3*a* and figure 1*b* with 3*b*). Finally, the same experiment using heat-killed bacteria did not show a differential survival of the two mite species (electronic supplementary material, figure S3). This observation discards the possibility of host inflammatory misregulation causing self-damage independently of bacterial action [26,27].

### (d) Bacterial proliferation correlates with host survival

We observed the dynamics of the bacterial inoculum after infection of both mite species and *D. melanogaster* by counting the number of colony-forming units (CFUs), over 4 days (figure 4).

**Figure 4.**
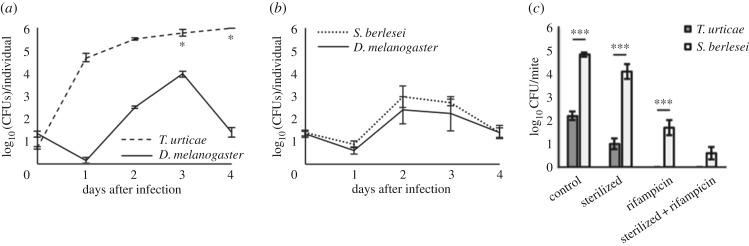
*Escherichia coli* proliferation in different species correlates with host survival patterns and gut microbiota size. *T. urticae*, *D. melanogaster* and *S. berlesei* were infected with 5–100 CFUs of *E. coli* per individual and bacterial dynamics within the host was quantified daily for up to 4 days after infection. (*a*) In *T. urticae*, an increase in the number of CFUs in living individuals was observed over the course of 2 days. At 3 and 4 days (asterisk), only dead individuals were plated as there were no survivors, but the CFUs did not increase significantly. (*b*) For *S. berlesei* injection*,* the dynamics of *E. coli* growth was similar to that of *D. melanogaster*. (*c*) Gut microbiota is virtually absent in *T. urticae* as opposed to *S. berlesei.* Untreated mites (control) or treated with different protocols to remove bacteria from their surface (sterilized), from their gut (rifampicin) and from both their surface and gut (sterilized and rifampicin) were homogenized and plated on a Petri dish containing LB agar. *T. urticae* is colonized by two to three orders of magnitude less bacteria than *S. berlesei*. ***p < 0.001.

We found significant differences in the number of CFUs between *T. urticae* and *D. melanogaster* (ANOVA, *F*_1,20_ = 134.066, *p* < 0.0001; figure 4*a*), across time points (ANOVA, *F*_4,20_ = 70.044, *p* < 0.0001), and in the interaction between time point and species (ANOVA, *F*_1,20_ = 25.131, *p* < 0.0001). The latter indicates that bacterial populations have distinct growth dynamics in *T. urticae* and in *D. melanogaster*. Indeed, in *T. urticae*, the number of CFUs increased across time points (figure 4*a*), whereas for *D. melanogaster* the number of CFUs started to decrease 2–3 days after injection, reaching in the last time point a value similar to the bacterial number initially injected (*t*_20_ = −0.201, *p* = 0.8427). By contrast, no significant differences were found between the dynamics of bacteria infecting *S. berlesei* and *D. melanogaster* (ANOVA, *F*_1,20_ = 0.51, *p* = 0.482; figure 4*b*), between time points (ANOVA, *F*_4,20_ = 2.287, *p* = 0.0957) and in the interaction between time points and species (ANOVA, *F*_4,20_ = 0.069, *p* = 0.9906).

This experiment provides a further line of evidence that *S. berlesei* is capable of fighting bacterial proliferation, contrary to *T. urticae*.

#### (e) *Tetranychus urticae* has an impoverished gut microbiota

We proceeded to quantify the microbiota in both mite species motivated by three important facts: (i) the ecological similarities between *T. urticae* and the aphid, (ii) the genomic evidence for the absence of the *Imd* gene and a general degeneration of the Imd pathway in the spider mite [13,14,19] and (iii) the central role of this pathway in gut homeostasis regarding regulation of the microbiota [28,29]. We quantified bacteria in individuals that were (i) surface-sterilized in bleach and alcohol, which should not have bacteria in their external surface; (ii) fed on rifampicin, which should not have bacteria in the gut or (iii) both, which should have neither and (iv) mites taken directly from their natural substrate, which should present both internally and externally associated bacteria. We homogenized individual adult females of *T. urticae* and *S. berlesei* from each treatment and plated them on LB agar plates (figure 4*c*) or extracted DNA to perform semi-quantitative PCR for the 16S gene (electronic supplementary material, figure S4). We found that the two mite species harbour a significantly different number of bacteria capable of growing on LB agar plates (ANOVA, mite species effect, *F*_1,72_ = 169.855, *p* < 0.0001) and that the treatments applied significantly decreased the number of bacteria (ANOVA, treatment effect, *F*_3,72_ = 93.543, *p* < 0.0001; figure 4*c*). We found a significant species by treatment interaction (ANOVA, *F*_3,72_ = 13.029, *p* < 0.0001), and the treatment with external sterilization and antibiotic treatment brings bacteria numbers to non-significantly different levels in both species (*t*_72_ = 1.924, *p* = 0.058). All other comparisons between treatments across species are highly significant (*t*_72_ > 5.492, *p* < 0.0001). It is particularly striking that, once sterilized and only harbouring the bacteria inside the gut, single crushed *T. urticae* individuals only generate around 10 CFUs, a difference of three orders of magnitude relative to their *S. berlesei* counterparts (figure 4*c*).

It is expected that an undetermined number of bacterial species will not be detected with the specific culture conditions used in this test. However, it is unlikely that, between the two mite species, the distribution of bacterial species, which can and cannot be grown in LB, will be significantly different to change the qualitative conclusion we reach.

A semi-quantitative PCR provided independent confirmation that *S. berlesei* has a microbiota in the order of one thousand times higher than that of *T. urticae.* Whereas amplification products are clearly visible using gDNA from sterilized *S. berlesei* after 25 cycles, only after 35 cycles are bands detectable from sterilized *T. urticae* (electronic supplementary material, figure S4). For example, contrasting bands from the pool of 100 non-sterilized *T. urticae* females (TP) at 35 cycles to the pool of 50 non-sterilized *S. berlesei* females (SP) at 25 cycles show comparable amplification products in the two bacterial types (2^10^ = 1024). Despite the poor quantitative power of this technique, its qualitative interpretation provides a rough estimate of the difference in bacteria present in either species, namely in their digestive tracts. Importantly, this difference is hardly attributable to any of the four most commonly described endosymbionts of spider mites [30], which are absent from our tested populations (electronic supplementary material, figure S5).

Together, these results concur in that most bacteria found in these species are inside the mite gut and that between *T. urticae* and *S. berlesei* their numbers differ by roughly three orders of magnitude.

## 3. Discussion

### (a) Spider mites are susceptible to bacterial infections

Using bacteria that are non-pathogenic to *D. melanogaster*, we have shown that spider mites infected over a 100-fold concentration range with both Gram-positive and Gram-negative bacteria display high mortality when compared with controls (both mock-infected and infected with heat-killed bacteria). In addition, no qualitatively different transcriptional change is induced consistently by the presence of bacteria. This is in sharp contrast with *Drosophila* which displays a strong upregulation of Imd and/or Toll pathways upon bacterial infection [3,31,32]. Although individual transcriptomic comparisons between injected and non-injected mites reveal differential expression, no consistent response to injection was observed across all time points and treatments. Therefore, wounding itself does not seem to induce an immune response. This is supported by the absence of enriched GO terms related to wound response in lumped individual transcriptomic responses (electronic supplementary material, table S3). Finally, in *T. urticae*, bacterial proliferation is maintained steadily across 4 days post-injection in consonance with its mortality profile. This strongly indicates that no resistance or tolerance mechanisms are operating in the spider mite and that uncontrolled bacterial proliferation caused the observed mortality rates.

Our data are consistent with the absence of an induced immune response but does not address the putative role of other constitutive defences involving expression of effectors, such as lysozymes, AMPs and ROS, or cellular immunity and phagocytosis [33]. Be that as it may, we show that these other candidate mechanisms in *T. urticae* are clearly insufficient in face of bacterial infections that are innocuous to *Drosophila* and other chelicerates such as ticks [34] or the wet grain mite *S. berlesei*, which occupies a very different ecological niche, namely bird litter and other substrates prone to bacterial proliferation and infection [20].

Bacterial infection affected the survival of *S. berlesei* but to a much lesser extent than that observed for *T. urticae*. Moreover, unlike *T. urticae*, *S. berlesei* was capable of controlling and reducing the bacterial load, and also mimicking the characterized immune response in *D. melanogaster* [35,36]. The observation that bacterial load in *S. berlesei* increases initially and decreases over time suggests that this mite species mounts an immune response against bacterial infection. The nature of this response in *S. berlesei*, induced and/or constitutive, remains to be determined. An induced response is supported in other chelicerates such as horseshoe crabs and spiders, which upregulate AMPs upon bacterial challenge [17,37], possibly without resorting to Imd or Toll pathways, as these are (at least partially) degenerated in genome-sequenced species [13,14]. In addition, anti-bacterial response may rely on higher basal levels of immune effectors such as circulating haemocyanin, C-reactive proteins and α2-macroglobulin deployed upon infection [38].

### (b) Life history correlates with immune degeneration in spider mites

Genomic and physiological studies of the pea aphid *A. pisum* uncovered a very similar pattern to our results on *T. urticae* [9,10,39,40]. Similarly to *T. urticae*, the genome of *A. pisum* misses important genes of the Imd pathway and several other *Drosophila* immune genes [9]. Infected aphids, in which lysozyme activity could be detected, did not upregulate AMPs, suggesting that aphids do not deploy an induced immune response upon bacterial challenge [9,10]. Instead, pea aphids seem to rely on another layer of defence, that is provided by their endosymbionts, namely *Regiella insecticola*, *Rickettsia* and *Spiroplasma*, to fight some fungal infections [41,42] and *Hamiltonella defensa* against parasitoid attack [43]. Possibly, endosymbionts commonly detected in *T. urticae* populations might also confer protection to attacks by fungi and other natural enemies [30] but, to our knowledge, there has been no report of endosymbiont protection against bacterial infections in arthropods (reviewed in [44]). In addition, infection with *E. coli* also induces significant mortality in the pea aphid [39]. In any case, by using bacteria-challenged spider mites devoid of four common endosymbionts, we aimed to specifically test the response on the host genomic and physiological levels [30].

As shown for the pea aphid [9,11,12], the degenerated immune genetic repertoire and immune response in *T. urticae* is also a secondary loss. One hypothesis for the genomic and physiological patterns observed in pea aphid immunity is that the virtually aseptic phloem diet of aphids would relax selection for the maintenance of costly immune response mechanisms [45]. This hypothesis may be extended to *T. urticae* as this species also feeds on a seemingly bacterial-free resource, the cytoplasmic content of leaf cells and phloem. This ecological scenario is opposite to that of the house fly, where the genomic expansion of immune-related genes may underlie its adaptation to septic environments [46]. Moreover, the shared degeneration of the Imd pathway in the spider mite and aphid reinforces this notion because of the central role played by this pathway in mediating the epithelial response to bacterial contacts in the gut and in the modulation of its bacterial contents [31,47–49]. Recent work has shown that, in addition to aphids, other phloem-sap feeders, such as white flies and psyllids, carry a reduced gut microbiota in both laboratory and natural populations [50]. Unfortunately, no information is yet available regarding immune responses in these insects.

The aseptic nature of the feeding source of spider mites is supported by the rough comparative characterization of the gut bacteria present in the two mite species studied here, which differs by several orders of magnitude. This ecological feature, by eliminating a constant necessity for balancing bacterial interactions (commensal or pathogenic), may relax the pressure to evolve or maintain a transcriptionally induced and regulated response. Further studies looking into immunity in other arthropods with obligate endosymbionts and/or with comparable dietary regimes will provide clearer answers about the forces driving convergent degeneration of this type of immune response.

## 4. Material and methods

(For most sections below, more detail is provided in electronic supplementary materials and methods.)

### (a) Arthropod and bacterial strains

#### (i) Tetranychus urticae

All spider mites used in this work are of the London strain, a reference line originally collected in Ontario, Canada. The line used for the Spider Mite Genome Sequencing project [19] was derived from this population. Spider mites were reared under laboratory conditions (25°C, 60% humidity and 16 L : 8 D photoperiod).

#### (ii) Sancassania berlesei

Grain mites (a kind gift from J. Radwan) were maintained in large numbers in Petri dishes (6 cm diameter) with fly food under laboratory conditions (25°C, 50% humidity and 12 L : 12 D photoperiod).

#### (iii) Drosophila melanogaster

The w^1118^ laboratory stock kept under standard laboratory conditions was used in the survival assays and the dynamics of bacterial infection.

#### (iv) Bacteria

*Escherichia coli* (Gram −) and *B. megaterium* (Gram +) stocks were kept at −80°C and bacteria were plated onto Petri dishes with LB. Per experiment, one colony was picked from selective medium cultures, transferred to liquid LB and grown overnight at 37°C for *E. coli* and at 30°C for *B. megaterium*.

### (b) Survival assays

*Tetranychus urticae*, *S. berlesei* and *D. melanogaster* survival was monitored after injection with *E. coli* or *B. megaterium* for up to 96 h at 24-h intervals. Individuals were injected with LB with or without bacteria. For the former treatment, we used three different concentrations of bacteria, OD 0.1, OD 1 and OD 10 measured with a BioRad SmartSpec 3000. OD 10 corresponds to 5 × 10^9^ cell ml^−1^; OD 1 and OD 0.10 were obtained by diluting bacteria at OD 10 in LB at a 1 : 10 ratio and 1 : 100 ratio, respectively.

### (c) *Tetranychus urticae* transcriptome analysis

Female adult spider mites were injected with *E. coli* or *B. megaterium* at OD 1 concentration with LB as a negative control, or were left unmanipulated. Three, 6 and 12 h post-infection, four biological replicates of every injection treatment were collected. Two biological replicates were collected from non-treated, non-injected mites. Every RNA sample was extracted from a pool of 300 mites and labelled with Cy5 or with Cy3. Significant differential expression was identified by an empirical Bayes approach employing cut-offs for the Benjamini–Hochberg FDR adjusted *p*-values and log_2_-converted fold change at 0.05 and 1, respectively [51]. The proxy, NbClust and dtw packages in R were used in the distance matrix construction and clustering of the transcriptomic responses. Distance measures were generated through alignments of the relative transcription levels (injected versus non-injected) using dynamic time warp algorithms. This technique allows for the comparison of the transcriptomic responses over time [52,53].

### (d) Infection with heat-killed bacteria

*Tetranychus urticae* and *S. berlesei* survival was measured after infection (injection or pricking, respectively) with live or heat-killed *E. coli* or *B. megaterium* at OD 10*.* Three replicates of 30, 1- to 3-day-old, adult females were used per treatment: LB, live *E. coli*, heat-killed *E. coli*, live *B. megaterium* and heat-killed *B. megaterium*. Survival was monitored every 24 h over 4 days.

### (e) Dynamics of bacterial growth

We infected 150 females of *T. urticae*, *S. berlesei* and *D. melanogaster* with 5–100 CFUs of *E. coli* per individual. The dynamics of the bacterial population was followed every 24 h from 0 to 96 h. At each time point, three replicates of four individuals were homogenized in 50 µl of LB and serially diluted. Homogenates (4 µl) were plated in triplicate on LB plates supplemented with 100 mg ml^−1^ kanamycin and incubated overnight. The next day, the number of CFUs was counted. For *S. berlesei* and *D. melanogaster*, only the homogenates of the individuals alive were plated. However, for *T. urticae*, individuals collected and plated at 72 and 96 h were dead because no survivors could be recovered at those time-points. The standard error was obtained by dividing the standard deviation of the three biological replicates datapoints (values in log_10_ CFU), divided by the square root of three, the number of samples for each time point/species.

### (f) Estimating the microbiota associated with each mite species

#### (i) Sterilization and rifampicin treatments

To measure the approximate number of bacteria present either outside or inside each mite species, adult *T. urticae* and *S. berlesei* females were exposed to one of four different treatments: no sterilization, sterilization, feeding on rifampicin and feeding on rifampicin plus sterilization. Single individuals were homogenized in 50 µl of LB, plated (4 µl) in LB agar and incubated overnight at 30°C. The next day, the number of CFUs was counted and used as a proxy to estimate the microbiota associated with each mite (five per treatment and per species).

#### (ii) Semi-quantitative PCR of bacterial 16S

DNA was extracted from individual mites after sterilization (GenElute™ Mammalian Genomic DNA Miniprep Kit, Sigma–Aldrich Co., St Louis, USA). PCRs were performed using standardized concentration of DNA templates (around 4.5 ng µl^−1^) and using universal primers for the bacterial 16S gene defined by Lane [54], 27f: GAG AGT TTG ATC CTG GCT CAG and 1495r: CTA CGG CTA CCT TGT TAC GA. PCR amplification conditions were as follows: 15 min at 95°C, followed by 15/20/25/30 three-step cycles of 94°C for 30 s, 58°C for 1 min 30 s, 72°C for 1 min followed by a final step of 10 min at 72°C.

### (g) Statistical analysis

Analyses were carried out using the R statistical package (v. 3.1.2). To compare survival between uninfected and infected individuals, we used Cox proportional hazards mixed-effect models (*coxme*, coxme package). To compare the dynamics of bacterial infection, a linear model on log_10-_transformed bacterial counts was employed with species, time point and the interaction between species and time point as fixed factors. To analyse the microbial community of both mite species, a linear model on the log_10_-transformed bacteria counts was employed with species and treatment as fixed factors. In both tests, the significance of the explanatory variables was tested using type I ANOVA. Pairwise comparisons between time points or treatments were performed using the *lsmeans* function of the package lsmeans. When a significant interaction was found, comparisons were done separately for each species or each treatment.

## Supplementary Material

Matos,Wybouw,Martins_suppF&T

## Supplementary Material

Suppl_Materials and Methods

How the deposited data were processed for this re-analysis (not part of the article)

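Gene expression of adult female spider mites was measured on 26 two-colour arrays. Mites injected with *E. coli* or *B. megaterium* were set against mites injected with LB at 3, 6 and 12 h, with 4 arrays per bacterium and time point. On 2 further arrays, non-injected mites were set against LB-injected mites with no stated time point. Every RNA sample came from a pool of 300 mites. Each sample's condition and replicate were taken from the sample labels and the paper's methods.

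The authors labelled the RNA with Cy3 and Cy5, scanned the arrays and read the spots with Feature Extraction 10.7.1.1. The deposited intensity of a spot is the median brightness of its pixels in each channel, with a median local background, and carries no normalization. The authors' table of the whole series holds the log10 ratio of Cy5 over Cy3 as the scanner software processed it, and this deposited log10 ratio was used only as an alternative. The paper's text names an empirical Bayes test with thresholds of 0.05 for the adjusted *p*-value and 1 for the log2 fold change, which were used here, and does not name the background correction or the normalization. The supplementary methods, which the paper cites for more detail, were not used here and may name them.

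The analysis was run in R 4.3.3 with limma 3.58.1, statmod 1.5.0 and data.table 1.17.8. The design had been written for mean intensities, and the files hold medians, which were used. The background was corrected by normexp with an offset of 50, control spots and outlier spots were left out, and each array was normalized by loess. Spots of a probe were averaged, and then the probes of a gene, with 3 probes for 18019 of the 18457 genes. Bacteria were compared with LB by the log2 ratio within arrays, tested against 0 with lmFit and eBayes in one fit of 7 groups. Injected and non-injected mites, time points, and the LB controls of the 2 experiments were compared with limma's separate-channel model of 14 groups, after Aquantile normalization between arrays, with an estimated correlation of 0.198 between the channels of a spot. Adjusted *p*-values are those of limma with Benjamini-Hochberg adjustment over all genes of a comparison. Each procedure was tested on simulated data with known changes in 200 genes, added after background correction and normalization.

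An array has no sequencing depth. Its precision is limited by the number of arrays and by the signal over background, and between 67.1% and 75.9% of spots were well above background in a channel. Genes with no probe well above background on all arrays of any group were kept, and 15069 genes remain where such probes are left out. With 4 arrays per group, an adjusted *p*-value rests on a spread that limma shares across genes.

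The genes named in the text were set before the data were examined: the 3 genes that the paper names; in each comparison of bacteria with LB, the 2 called genes of largest fold change among those with one direction on 4 of 4 arrays; against non-injected mites, the genes called in one direction in all 12 comparisons, then those called in the most; and between time points and bacteria, the called gene of largest fold change. A gene outside this rule is said to be chosen after its values were seen.

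The alternatives were no background subtraction, the scanner software's processed signals, the deposited ratios, median centring in place of loess, no Aquantile, no dim probes, a test per probe, no fold change threshold, the replicate number as a block, the slide as a random block, array weights, separate channels for the comparisons with LB, a fit of only the arrays compared, independent channels, a difference of ratios within arrays, a linear trend, the slide shared by the *E. coli* 12 h and a non-injected array, and each replicate left out in turn. These were set before the data were examined, except where the text says otherwise. Survival, bacterial growth and microbiota have no part in these arrays. The lists of immunity-related orthologues and Gene Ontology terms, and the supplementary tables, were not used here. No genome reference was used, and genes are given by the identifiers of the array.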

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

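The tests of normalization, slides, small dye differences, a shared time course and a single RNA on the non-injected arrays were chosen only after the results were seen. So was the limit of 75% for the share of genes in one direction.

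Of the groups of 4 samples, 5 held a sample far from the others in the log2 intensity of the genes the paper names. In *tetur03g07900*, *E. coli* replicate 2 at 6 h was at 8.775, against 8.95 to 8.96 in the others, and *B. megaterium* replicate 3 at 6 h was at 9.812. In *tetur05g04720*, *B. megaterium* replicate 3 at 6 h was at 13.06 and replicate 2 at 12 h at 12.76. In *tetur19g00860*, LB replicate 4 at 12 h on the *B. megaterium* arrays was at 10.62. Chance gives such a sample in about 5% of groups, or 1.8 of the 36 groups tested for these genes, and 5 were found. The 26 groups tested for other measures held 0. The genes share their samples, so the 36 groups are not independent. *B. megaterium* replicate 3 at 6 h appears for 2 of the genes. No technical or biological explanation was tested for these samples.

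The log2 ratio to LB differed between *E. coli* and *B. megaterium* for 1 gene at 3 h, 2 at 6 h and 40 at 12 h (limma, both thresholds, tested as the difference of the ratios). The gene at 3 h was *tetur02g14420*, with a difference of 1.28 (standard error 0.24, adjusted *p* = 0.0467), no longer called under 5 of 11 alternatives and with 7 of 8 arrays left out in turn. At 6 h they were *tetur20g01390*, at 1.14 and no longer called with 5 of 8 arrays left out in turn, and *tetur22g02120*, at 1.09 and chosen after its values were seen. At 12 h, 24 genes were higher and 16 lower with *E. coli*. More were lower with the scanner software's signals (38 higher and 46 lower) and the deposited ratios (47 and 57). So they were with a test per probe (38 and 39) and without a fold change threshold (444 and 625), but under no other alternative. *Tetur16g03410* had the largest difference at 12 h, 2.21 (standard error 0.33, adjusted *p* = 0.000896). It was no longer called in a fit of only the arrays compared (limma adjusted *p* = 0.0544), and stayed called with each array left out in turn. Of the 35 splits of 8 arrays into 4 and 4, 2 gave as many genes at 3 h, so chance cannot be excluded there, and 1 of 35, the real one, gave as many at 6 h and at 12 h. Without *B. megaterium* replicate 1, the count at 12 h was 26, and without single arrays the counts at 3 h ran from 0 to 2 and at 6 h from 0 to 8. At 3 h, 0 genes remained without any *E. coli* replicate or *B. megaterium* replicate 3 or 4. With all arrays, limma gave 2464 genes at an unadjusted *p* under 0.05 at 3 h. A slide as a random block gave 8, 12 and 45 genes. At each hour the bacteria lay on different slides, so this block cannot take a difference between slides out of the comparison.

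Both bacteria carried Cy5, so a dye effect alike in both experiments would leave no difference between them. Of the 18 genes that differed between *E. coli* and LB at 12 h, 17 also differed between the bacteria. This argues against such a shared dye effect as the cause of these calls. It does not cover a dye effect that changed between the periods of the work. Genes that vary between pools of mites whatever the treatment are a candidate explanation. Over the 12 LB samples of the *B. megaterium* arrays, which never met *E. coli*, the 18 genes had an SD at a median percentile of 99.3 among all genes. The genes of the *E. coli* experiment that differed from non-injected mites lay at 98.4, so the value does not separate these 18 from other responsive genes, and the SD includes changes between time points. The time of the work and the bacterium changed together, so a biological difference between the bacteria stays open and untested. For single comparisons with LB, the 4 arrays allow 8 patterns of sign, too few to exclude chance: 1 of 8 gave as many genes for *E. coli* at 3, 6 and 12 h and for *B. megaterium* at 6 h, 8 of 8 for *B. megaterium* at 3 h and 2 of 8 at 12 h. For the 23 genes of the 6 comparisons together, 1 of 100 drawn patterns, the real one, gave as many, which argues against chance for the 6 together. The highest of the other patterns gave 20, and 18 of the 23 genes are those of *E. coli* at 12 h, so this rests mostly on a comparison that alone is too small to exclude chance.

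The LB controls of the 2 experiments received no bacteria, and yet 85, 185 and 89 genes differed between them at 3, 6 and 12 h (limma, both thresholds). In each case 1 of 35 splits, the real one, gave as many, which argues against chance. At any hour 269 genes differed, and 23 in one direction at all 3. The normalization between arrays is not the whole cause, since 223 genes differed at 6 h without Aquantile. The directions depend on it at 12 h only, with 56 genes higher and 33 lower on the *E. coli* arrays, and 30 higher and 79 lower without Aquantile. More genes were higher than lower both ways at 3 h, with 69 and 16 against 81 and 11 without Aquantile, and at 6 h, with 108 and 77 against 165 and 58. The balance also depended on the threshold. By the adjusted *p*-value alone, 2414, 3448 and 2725 genes were higher and 3658, 4207 and 3411 lower at 3, 6 and 12 h. A test per probe gave 175, 229 and 104 higher and 108, 269 and 108 lower. With the scanner software's signals and with median centring, more genes were higher at each hour. A shift common to all arrays of an experiment would give like differences at every hour, and their correlations across genes were 0.463, 0.576 and 0.675. The hours have different LB samples, so correlations of this size show a part shared by the hours. In one direction at 2 or more hours, 62 genes differed, and 5 differed in both directions. With 0.463 as the lowest, these correlations alone neither show nor exclude a common shift as the whole cause. Such a cause would need both LB controls to change alike from 3 to 6 h. Across all genes these changes correlated at -0.02. Of the genes called in either LB control, 55.4% moved in one direction in both, though 25 of the 32 called in both did so. This argues against a common shift as the whole cause at 3 and 6 h. Slides are not needed for the shared part, since the 3 h and 6 h arrays, on the same slides, had the lowest correlation. Scan period and season of the mites cannot be told apart from the experiment. The comparison of *B. megaterium* with *E. coli* against non-injected mites carries this difference as well. The non-injected arrays were scanned in the same period as the *E. coli* arrays.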

How the results depend on the processing

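The following alternatives were chosen after the values were seen, the non-injected arrays as 1 sample and the rule on the mean fold change, as were all tests of the LB controls against each other. For every change below the cause was not tested, except where the number of samples or of tests shows it.

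Without background subtraction, limma called 2 genes for *B. megaterium* at 12 h and 0 between the bacteria at 3 h, and the other counts stayed within 1.5 times. The scanner software's processed signals gave 14 and 41 genes for *E. coli* against LB at 6 and 12 h, 17, 45 and 48 for *B. megaterium* at 3, 6 and 12 h, 145 in any of these, and 1 at all time points of a bacterium. They gave 0, 14 and 84 genes between the bacteria at 3, 6 and 12 h. Against non-injected mites they gave 1556 genes, 530 in the *E. coli* and 1361 in the *B. megaterium* experiment, and 0 in all 12 comparisons. Between time points they gave 371 for *E. coli*, 545 for *B. megaterium*, and 280 and 420 for the LB controls, and between the LB controls 283, 582 and 408. The deposited log ratios, which hold the same processing, gave 12 and 41 genes for *E. coli* against LB at 6 and 12 h, 17, 41 and 46 for *B. megaterium*, 138 in any and 1 at all time points, and 0, 38 and 104 between the bacteria.

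Median centring gave 4 and 27 genes for *E. coli* against LB at 3 and 6 h, 8 and 9 for *B. megaterium* at 6 and 12 h, and 51 in any. Its directions were 6 higher and 2 lower for *B. megaterium* at 6 h and 7 higher and 2 lower at 12 h. Leaving out dim probes gave 7 genes for *E. coli* at 6 h, and 1 and 2 for *B. megaterium* at 6 and 12 h. Without Aquantile, 0 genes were called in all 12 comparisons.

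A test per probe, which makes more tests, gave 19 and 31 genes for *E. coli* against LB at 6 and 12 h, 1, 4 and 10 for *B. megaterium*, and 57 in any. It gave 4 and 77 between the bacteria at 6 and 12 h. Against non-injected mites it gave 971, 417 and 836 genes for all, the *E. coli* and the *B. megaterium* experiment, and 4 in all 12 comparisons. Between time points it gave 324, 399, 238 and 274 for *E. coli*, *B. megaterium* and their LB controls, and between the LB controls 283, 498 and 212.

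Without a fold change threshold, the genes against LB were 76, 1256 and 1735 for *E. coli*, 241, 92 and 910 for *B. megaterium*, 3715 in any and 9 at all time points of a bacterium. Between the bacteria they were 17, 8 and 1069. Against non-injected mites they were 11657, 7020 and 9667, and 84 in all 12 comparisons. Between time points they were 4419, 5266, 3901 and 4473, and between the LB controls 6072, 7655 and 6136.

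With a slide as a random block, whose estimated correlation was -0.131, 8 and 12 genes differed between the bacteria at 3 and 6 h. The higher counts do not strengthen the difference, since at each hour the bacteria lay on different slides and a negative correlation narrows the standard error. Array weights gave 10 and 8 genes between the bacteria at 3 and 6 h, and separate channels 3 and 4. A fit of only the arrays compared, which has fewer samples for the spread, gave 0 genes for *E. coli* at 3 and 6 h and 0 for *B. megaterium* at 6 and 12 h. It gave 15 in any comparison with LB, and 0, 1 and 11 between the bacteria. The difference of ratios within arrays gave 282 genes against non-injected mites, 180 for *B. megaterium* and 46 in all comparisons, of which it has fewer. Only 6 against 3 h gave 108 genes for *B. megaterium* and 93 for its LB control. A linear trend gave 53, 117, 46 and 37 genes. The non-injected arrays as 1 sample gave 0 genes in all 12 comparisons, and the rule on the mean fold change gave 8. On the slide shared by *E. coli* at 12 h and a non-injected array, 43 genes differed, against 51 in the full fit. That comparison has 1 non-injected sample, which is assumed to vary like the other groups.

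Samples with one replicate number did not deviate together, with a median correlation near 0 over 72 pairs and a range of -0.509 to 0.445 in the log2 ratios, so the numbers do not pair the samples. The replicate number as a block gave 0 genes for *B. megaterium* at 6 h, 0 and 1 between the bacteria at 3 and 6 h, and 2 in all 12 comparisons. The other counts with this block stayed within 1.5 times.

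With each sample left out in turn, the counts against LB ran from 0 to 1, 1 to 8 and 13 to 19 for *E. coli*, 0 to 3, 0 to 3 and 1 to 11 for *B. megaterium*, 18 to 30 in any and 0 to 0 at all time points. Between the bacteria they ran from 0 to 2, 0 to 8 and 26 to 53. Against non-injected mites they ran from 417 to 481, 197 to 232 and 344 to 407, and 0 to 1 in all 12 comparisons. Where 1 non-injected sample was left, it was assumed to vary like the other groups. Between time points they ran from 169 to 190, 197 to 258, 128 to 168 and 126 to 159, and between the LB controls from 77 to 118, 181 to 210 and 82 to 94.

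None of the genes named by the rule reversed its direction under the alternatives run for it, which were 11 for each comparison of bacteria, 9 against non-injected mites and 7 between time points, or with a sample left out. Over these, the mean fold change against non-injected mites was 1.24 to 1.57 for *tetur03g07900*, 1.55 to 1.80 for *tetur05g04720* and 0.96 to 1.16 for *tetur19g00860*. Array weights gave *tetur03g08300* a log2 ratio of 0.60 for *E. coli* at 6 h (limma adjusted *p* = 0.157). Signal over background limits how well the fold changes of dim genes are known, and 15069 genes had a probe well above background on all arrays of a group.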

Differences from the paper's values

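The paper reports 259 genes differentially expressed between injected and non-injected mites, and 443 were found here. Of the alternatives set before the data were examined, only the difference of ratios within arrays came within 1.5 times of the paper's number, with 282 genes. That alternative subtracts the LB control from the bacteria and covers the bacteria only, so it is another quantity than the one the paper describes. All others stayed further off, between 417 without non-injected replicate 1 and 11657 without a fold change threshold. Counting the non-injected arrays as 1 sample, chosen after seeing the values, gave 418.

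For *B. megaterium* and its LB control, the paper reports 211 genes and 370 were found here. The same difference of ratios gave 180, and the others ran from 344 without non-injected replicate 1 to 9667 without a fold change threshold. For *E. coli* and its LB control, the paper's 177 and the 214 found here lie within 1.5 times of each other. Some alternatives lie further off: the scanner software's signals with 530, median centring with 294, a test per probe with 417 and no fold change threshold with 7020.

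The paper reports 3 genes as consistent across every time point and injection treatment, and 1 gene was called here in all 12 comparisons, *tetur11g02480*, which the paper does not name. A test per probe gave 4 such genes and the replicate number as a block gave 2, within 1.5 times of the paper's number. The other alternatives set before the data were examined gave 0, 1, 46 with the difference of ratios, or 84 without a fold change threshold. The genes the paper names were called here in 8 comparisons for *tetur03g07900*, 11 for *tetur05g04720* and 6 for *tetur19g00860*. *Tetur05g04720* was called in all 12 with a test per probe and with the replicate block, and in 11 or 12 with a sample left out. Without *E. coli* replicate 2 or 4 at 12 h, 1 gene was still called in all 12. It was another gene than *tetur11g02480*, which fell to 11 there. No setting with both thresholds called the other genes in all 12, where a test per probe reached 10 and 11. Without a fold change threshold all 3 genes passed in all 12 comparisons. A rule chosen after seeing the values, an adjusted *p*-value under 0.05 in all 12 and a mean fold change over 1, gave 8 genes, among them all 3.

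The largest and second clusters of the *B. megaterium* experiment hold about 120 and about 85 genes in Fig. 2, read by eye, and 208 and 151 genes here. None of the alternatives was run on the cluster sizes except linkage, chosen after seeing the data, where the largest cluster held 196 and the second 163 genes. The sets that were clustered differ in size. The second *E. coli* cluster of 38 genes equals the number in the figure with complete linkage only, and held 5 genes with average and 60 with Ward linkage, both chosen after seeing the data.

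The paper states that the response to injection did not appear to depend on time. Here 178 genes differed between time points after *E. coli*, 216 after *B. megaterium*, and 141 and 147 in the LB controls. The paper states that there was no strong linear change in any treatment, and here a linear trend passed both thresholds for 53, 117, 46 and 37 genes in these groups. Such a trend does not need an even change, and the 12 h arrays lay on another slide. Genes that passed both thresholds in both intervals in the same direction numbered 0, 2, 1 and 0. In opposite directions they numbered 48, 19, 36 and 19. These counts do not contradict the paper's statement on linear change.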

Other observations

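The tests on time courses, small ratios and the non-injected pair were chosen only after the results were seen.

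Pools of 300 mites were grouped by their time labels, and the genes that differed between time points exceeded what drawn regroupings of the 12 arrays gave. In each of *E. coli*, *B. megaterium* and their LB controls, 1 of 100 regroupings, the real one, gave as many, which argues against chance. A time course after injection that both experiments share would move the LB controls of both alike. Of the genes that differed between 6 and 3 h in either LB control, 55.4% moved in one direction in both, which argues against a shared time course as the whole cause of that interval. A shared part stays open, since 25 of the 32 genes called in both moved in one direction, and the changes of the genes called in either correlated at 0.311. Between 12 and 3 h, 78.2% of the genes called in either LB control moved in one direction, which leaves the question open. A difference between slides is not needed for the first interval, since 133 genes differed between 6 and 3 h after *E. coli*, on one slide. Development, the hour of collection and handling of the pools stay open and untested.

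The 3 genes the paper names were highest at 3 h in the *E. coli* experiment and at 6 h in the *B. megaterium* experiment. *Tetur05g04720* was at a log2 intensity of 13.65 at 3 h and 12.19 at 6 h after *E. coli*, and at 12.43 and 13.46 after *B. megaterium*. The LB controls showed the same order, with 13.30 and 12.11 on the *E. coli* arrays and 12.43 and 13.42 on the *B. megaterium* arrays. A test of exchanged 3 h and 6 h labels was dropped, because the correlation between the experiments for 6 minus 3 h then only turns its sign, and which interval gets which other value depends on the experiment chosen. The samples were kept as labelled, and the explanation stays open.

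The 2 genes that were lower 6 h after *B. megaterium* may reflect 2 LB pools instead of the bacteria. *Tetur01g09110* was at log2 intensities of 9.38 and 8.61 in LB replicates 2 and 4, and at most at 7.01 in the other 50 samples. *Tetur20g02780* was at 9.05 and 8.44 there, and at most at 6.61 elsewhere. The lowest gap to every other sample of 6 h was 1.71, as this hypothesis needs. Whether the 2 pools differed in mites or in handling was not tested.

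Some of the small ratios between bacteria and LB past the adjusted *p*-value alone may come from the dyes, since bacteria carried Cy5 throughout. The mean ratios of the 6 comparisons correlated across genes with a median of 0.203 over 15 pairs and a range of -0.221 to 0.514. These comparisons share no array. A response common to both bacteria would also give ratios that go together, and the explanations cannot be told apart without exchanged dyes. A dye effect alike in both experiments is not the cause of all small ratios, since it cancels in the difference between the bacteria. At 12 h, 1069 genes differed between the bacteria by the adjusted *p*-value alone (limma). A dye effect that changed between the periods of the work would not cancel, and stays open.

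In the *B. megaterium* experiment, 37 genes differed from non-injected mites in one direction in all 6 comparisons, 11 higher and 26 lower. In the *E. coli* experiment the number was 3. The comparisons of either experiment share the 2 non-injected samples, so some agreement between them is expected without any response, and a test of a response present in both experiments was dropped for this reason. Between the LB controls of the experiments, a comparison without the non-injected mites, 33 of the 37 genes differed at some hour.

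The LB samples on the non-injected arrays, for which no time point is stated, differed from the non-injected samples beside them in 123 genes, 102 higher and 21 lower in LB. *Tetur03g07900*, *tetur05g04720* and *tetur19g00860* were higher in LB by 1.84, 2.53 and 1.66 (log2; limma adjusted *p* = 8.67e-07, 3.25e-07 and 4.28e-08, 2 of 2 arrays each). The smallest SD over genes of the difference from any other LB sample was 0.0889 for the first and 0.0864 for the second, both against LB samples of 3 h on the *E. coli* arrays. The lowest over 208 pairs of other LB samples on different slides was 0.169. No time point was assigned from these values.

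The 2 non-injected samples lay close together, with an SD over genes of 0.0776 and 0 genes that differed over 2-fold, and the other 72 replicate pairs lay between 0.0905 and 0.291. This may mean that one RNA was hybridised on both arrays, and the value cannot settle it, because 2 pools of unhandled mites could also be close. No biological explanation was tested. Taken as 1 sample, they gave 418 genes in place of 443.

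The array gives a name to 376 genes, and 8 of these differed from non-injected mites in at least 1 comparison. They include the cytochrome P450 genes *CYP385C4* and *CYP385C3*, called in 3 and 2 comparisons with mean log2 fold changes of 0.77 and 0.62, chosen after their values were seen. The largest log2 ratio between bacteria- and LB-injected mites among the 376 was 0.64 in size.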
